A study of Homo sapiens with 2 samples. Its data were reported in "Positive regulation of innate immune response by miRNA-let-7a-5p" (2023).

How the data were processed

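THP-1 cells were analysed on Clariom S human arrays, with 1 array for mimic let-7a-5p and 1 for mimic NC. Groups were taken from the transfection given in the sample labels. The labels give Trizol for RNA extraction and the methods of the study an RNeasy kit; which was used for these arrays stays open. Biotinylated cRNA was hybridized. The authors processed the scans with Transcriptome Analysis Console 4.0 and RMA, per the submitters' processing notes, and deposited log2 signals with 2 decimals. RMA corrects the background, quantile normalizes the arrays and sums up each probe set by median polish. Which arrays were normalized together and which genome build the annotation follows are not given in the sources used here. Quantile normalization forces the arrays to a like distribution, so a shift of most genes in one direction would not be seen. The column names call the values averages, while the labels give 1 array per group. The deposited table also holds linear intensity values, which were 2 to the power of the log2 values for all 21448 probe sets (tolerance 1e-09 on the log2 scale). A second deposited table held the same log2 values, with a largest difference of 0. A further 2 columns, named for inhibitor samples, held broken spreadsheet references in every cell and were not used.

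Of the probe sets, 20406 had 1 gene symbol, 1042 had several and 0 had none. The annotation places 555 probe sets on no chromosome, and some of these repeat a few symbols; 0 of them were 3-fold apart, and 1 listed gene was read from one. All probe sets entered the counts. For single genes and lists, probe sets with 1 symbol were used, and of several probe sets for a gene that with the highest mean of both arrays (18632 genes, 1189 of them with more than 1 probe set). The value compared was mimic let-7a-5p minus mimic NC on the log2 scale. With 1 array per group no test was possible, and size rules of 2-fold, 3-fold and 10-fold were used. The robust SD is the scaled median absolute deviation.

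The size rules, the 31 gene lists, the rule for named genes and most alternatives were fixed before the data were examined, but after the study and its list of changed genes had been read. The lists cover interferon-stimulated, sensor, interferon, signalling, chemokine, inflammatory, presentation, metallothionein, restriction factor, let-7 target, microRNA machinery, cell cycle, stress, apoptosis, cholesterol, cell type, housekeeping and ribosomal protein genes, and 2 lists named by the study. They overlap: of the 56 core interferon-stimulated genes measured, 15 are also in the RT-qPCR list. Apart from the 2 lists named by the study, 5 are in another list. For each list the median difference is given with a 95% order-statistic interval over its members, which covers the choice of members and not the spread between cultures. Its percentile is that among the medians of 10000 random lists of equal size, matched in 20 bins of mean signal, and describes these 2 arrays alone. Named genes were the 10 largest differences in each direction among genes with a log2 signal of at least 6 in the higher array, up to 4 such genes with the largest differences from each list, the genes tested by RT-qPCR, 6 textbook let-7 targets and interferon genes at that signal. Some genes that this rule takes are not reported here. Other genes are named where the text says so, for contrast or because of their values, or in counts of 5 or fewer.

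The procedure was tested on simulated data: independent normal differences with the observed robust SD, for the real number of genes and their signal bins. Of 200 genes changed 4-fold, 200 passed 2-fold and 169 passed 3-fold; of 200 changed 2-fold, 108 passed 2-fold. Of 200 unchanged lists, 9 fell outside percentiles 2.5 to 97.5. The simulated genes vary independently, so this does not show how the percentiles behave for lists of genes that vary together. Alternatives were a signal minimum, median centring, removal of a lowess trend (span 0.3), quantile normalization of the arrays to each other, 1 probe set per gene or the mean over its probe sets, and the second table. Added later were matching on genomic length and gene ontology terms of the annotation in place of the interferon-stimulated list. Genomic lengths came from the RefSeq annotation of GRCh38.p14 by symbol, for 18567 genes (99.7%). Its coordinates were not used. A planned comparison of genes with let-7 sites in the 3' UTR was not run, as no transcript sequences were used here. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.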

Results

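Gene expression was measured in THP-1 cells, a human monocytic leukemia line that PMA turns into macrophage-like cells. The cells received 100 ng/ml PMA for 2 days and were then transfected for 24 h with a mimic of the microRNA let-7a-5p or with a negative control mimic (mimic NC). A mimic is a short double-stranded RNA that is loaded like the natural microRNA. Each group had 1 Clariom S array, so there were 2 arrays in all. No spread between replicates could be had, and none of the array differences below has a replicate array, a p-value or a standard error. The study's RT-qPCR of some of these genes is quoted further below and was not analysed here. The number of arrays limits the precision. The arrays held 21448 probe sets and 18632 genes with a symbol of their own. The median log2 signal was 6.73 in the mimic let-7a-5p array and 6.77 in the mimic NC array, and a log2 signal of at least 6 was reached by 56.7% and 57.4% of the probe sets. Across probe sets the arrays correlated with a Pearson r of 0.990; probe sets are not independent replicates. Genes are called higher or lower only at a difference of at least 2-fold.

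The comparison of mimic let-7a-5p with mimic NC asks which genes differ when the let-7a-5p level of these cells is raised. The largest differences lay in interferon-stimulated genes, which were higher with mimic let-7a-5p. RSAD2, which encodes the antiviral enzyme viperin, was 73.5-fold higher, and CXCL10, a chemokine that attracts T cells, was 72.5-fold higher. In all, 84 probe sets, carrying 83 distinct symbols, were at least 3-fold higher, and 8 were at least 3-fold lower. At 10-fold, 17 were higher and 0 were lower. At 2-fold, 340 were higher and 271 were lower, and 20837 (97.2%) lay within 2-fold. The median difference of all probe sets was -0.04 (log2) and the robust SD of the differences was 0.39. Of the 8 probe sets at least 3-fold lower, 6 had a log2 signal under 6 in both arrays, and 2 remained with that minimum. Where a gene had several probe sets at that signal (462 genes), their differences spanned a median of 0.485, and by more than 1 in 80 genes.

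**Figure D1:**
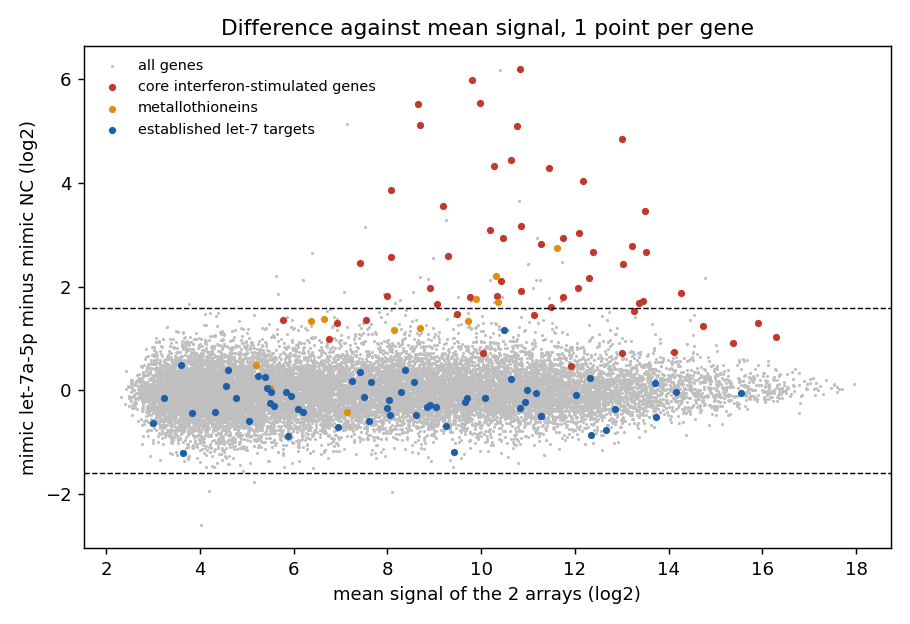
Difference of each gene (mimic let-7a-5p minus mimic NC, log2) against its mean log2 signal in the 2 arrays, with 1 point per gene, 1 array per group and dashed lines at 3-fold. The core interferon-stimulated genes (red) all lie above 0 and 11 of 12 metallothioneins (orange) do, while 43 of 59 let-7 targets (blue) lie below 0.

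Of 56 core interferon-stimulated genes measured, 50 were at least 2-fold higher, 0 were lower and 6 lay between. Their median difference was 2.13 (log2), a 4.39-fold higher signal, with an interval of 1.81 to 2.78 over the members. That median lay above the medians of all 10000 random lists matched on signal, of which the highest was 0.23. After RSAD2, the next members were CMPK2 (63.6-fold), a mitochondrial nucleotide kinase, IFI44L (46.5-fold) and TRIM22 (46.2-fold), a ubiquitin ligase that restricts viruses. IFIT1, an RNA-binding inhibitor of translation, had a log2 signal of 13.31 against 8.21, and MX1, an antiviral GTPase, had 15.42 against 10.57. The list was written after the study's own gene list had been read, and is not independent evidence of the direction. With ontology terms of the annotation in its place, chosen after seeing the data, the median was 1.14 for type I interferon signaling pathway, 0.315 for defense response to virus and 0.27 for response to virus. The members of these terms outside the core list had medians of 0.31, 0.25 and 0. For RSAD2, TRIM22 and TNFSF13B a second, dimmer probe set gave differences of 0.98, 1.99 and 0.33, against 6.20, 5.53 and 3.28 for the brighter one, so the sizes of these differences depend on the probe set. The mimic NC signal of TRIM22 was 5.88, near background.

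The 26 genes that the study tested by RT-qPCR were all at least 2-fold higher, and 24 were at least 3-fold higher. Most of them were picked for their large differences on these arrays, so the count is not independent evidence of the direction. The others, TLR3 and MDA5 among them, were picked as receptors of double-stranded RNA or as genes lowered by another microRNA. By the study's own count, all of these others but TLR3 were already among the genes past 3-fold on these arrays. TLR3, an endosomal receptor of double-stranded RNA, was 2.39-fold higher (log2 signal 8.02 against 6.76). RIG-I, listed on the array as DDX58, was 12.6-fold higher (12.64 against 8.98), and MDA5, listed as IFIH1, was 5.58-fold higher (12.96 against 10.48); both are cytosolic receptors of double-stranded RNA. AIM2, a sensor of cytosolic DNA, was 8.94-fold higher, with a mimic NC signal of 5.95, near background. USP41 was 7.62-fold higher, but its sequence is nearly identical to that of USP18, and the probe sets of the pair may not be separable. Of 19 genes that the study lists as lowered by another microRNA, miR-628-3p, 17 were at least 2-fold higher and 16 at least 3-fold higher. The members under 3-fold were IFI27 (2.46-fold), HESX1 (1.99-fold) and IDO1 (1.72-fold); HESX1 and IDO1 are named because of these values. The median differences of these lists were 3.94 and 3.45, with intervals of 3.16 to 5.10 and 2.14 to 5.13, and both lay above all random lists. For the RT-qPCR list, the median and its rank follow from picking most of its genes for large differences on these arrays.

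**Figure D2:**
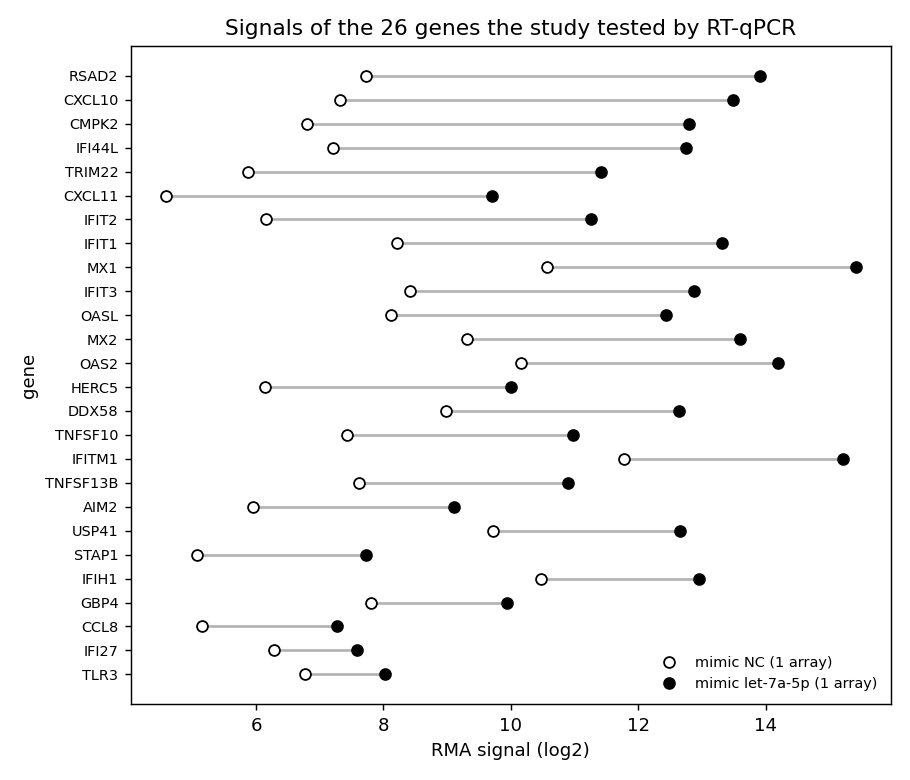
Log2 RMA signals of the 26 genes that the study tested by RT-qPCR, 1 row per gene, in mimic NC (open circles, 1 array) and mimic let-7a-5p (filled circles, 1 array). RSAD2 at the top runs from 7.72 to 13.92 and TLR3 at the bottom from 6.76 to 8.02.

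Among 20 nucleic acid sensors and adaptors, 8 were higher and 0 were lower, and 12 lay between. Besides RIG-I, MDA5 and AIM2, the kinase EIF2AK2 (PKR), which is activated by double-stranded RNA, was 3.20-fold higher. The list median was 0.32 (interval 0.09 to 1.26), at percentile 99.9 of the random lists. Of 22 interferon receptor, JAK-STAT and IRF genes, 5 were higher and 0 lower. STAT2 was 5.43-fold and IRF9 4.35-fold higher, and both encode transcription factors of the interferon response. IRF1 was 3.20-fold higher. That list's median was 0.19 (-0.20 to 0.58), at percentile 97.9. The genes of the interferons themselves were dim. Of 20 measured, 1 reached a log2 signal of 6, which was IFNL3 with 6.04 against 5.77. IFNB1 had 4.78 against 4.65. The 1 interferon gene past 2-fold, IFNK, was lower at 2.24 against 3.28, near the lower end of the scale, and is named because of that value. The median of the interferon genes was 0.12 (-0.29 to 0.31), at percentile 97.1.

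Of 23 chemokines, 5 were higher, 0 were lower and 18 lay between: besides CXCL10, these included CXCL11 (35.0-fold), CCL8 (4.35-fold) and CCL18 (2.68-fold). The mimic NC signals of CXCL11 (4.58) and CCL8 (5.15) lay under a log2 signal of 6, near background, so the sizes of these folds are uncertain. The chemokine median was 0.64 (0.09 to 0.96). Of 20 genes associated with type II interferon, 7 were higher and 0 lower, among them GBP4 (4.41-fold), GBP1 (4.38-fold) and GBP3 (3.46-fold), with a median of 0.78 (0 to 1.56). CXCL9 of the same list was at 4.36 against 4.47 and is named for contrast with CXCL10. Of 16 APOBEC3 and restriction factor genes, 7 were higher and 0 lower, among them MX2 (19.6-fold), TRIM5 (5.50-fold) and APOBEC3F (3.71-fold), with a median of 0.775 (0.47 to 1.89). The medians of these lists lay above all random lists. Of 26 NF-kappaB inflammatory genes, 2 were higher, IL1RN (2.45-fold) and CSF1 (2.35-fold), and 1 was lower, IL18 (2.01-fold lower). IL18 came under 2-fold with each of 3 other scalings. The median of that list was 0.20 (-0.02 to 0.52), at percentile 99.2.

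Genes of MHC class I presentation had a median difference of 0.43 (0.25 to 1.08), above all random lists. Of 19 measured, 6 were higher and 0 lower, and all 19 were above 0. The immunoproteasome subunit PSMB9 was 2.66-fold higher, the peptide transporter TAP1 2.46-fold and HLA-B 2.23-fold. Among 12 genes of MHC class II presentation, 0 passed 2-fold in either direction, and the median was 0.14 (-0.21 to 0.50), at percentile 92.1.

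Metallothioneins, small proteins that bind zinc and copper, were higher as a group. Of 12 measured, 9 were at least 2-fold higher, 0 were lower and 3 lay between. MT2A was 6.68-fold higher (12.99 against 10.25), MT1A 4.63-fold and MT1X 3.39-fold. The median was 1.34 (0.49 to 1.76), above all random lists, whose highest median was 0.60. Metallothionein genes are similar in sequence, so their values are uncertain where probe sets share targets. Of 18 unfolded protein response genes, 4 were higher and 0 lower. These were ATF3 (3.27-fold), a stress-induced transcription factor, TRIB3 (2.28-fold), DDIT3 (2.27-fold), which encodes CHOP, and PDIA4 (2.27-fold). Their median was 0.545 (-0.03 to 0.86), above all random lists. Of 20 apoptosis genes, CASP10 was 3.71-fold higher, BCL2 was at 10.17 against 11.11, and the median was 0.17 (-0.12 to 0.55), at percentile 94.9.

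Most established let-7 targets lay within 2-fold, with a median difference below 0. Of 59 measured, 43 had a difference below 0 and 16 above 0, while 2 were at least 2-fold lower, 1 was at least 2-fold higher and 56 lay between. The median was -0.18 (-0.33 to -0.05), at percentile 0.58 of the random lists. DICER1, which encodes the nuclease that makes mature microRNAs, was 2.28-fold lower (8.83 against 10.02). LIN28B, which blocks let-7 maturation, was at 3.03 against 4.23, near the lower end of the scale. MYC, a growth-promoting transcription factor counted among let-7 targets, was 2.25-fold higher (11.08 against 9.91). The textbook targets CDC25A, HMGA2 and NRAS lay within 2-fold, with differences of -0.36, -0.32 and -0.02. Genes of the microRNA machinery had a median of -0.34 (-0.72 to -0.09), at percentile 0.11, with 14 of 17 below 0. DICER1 and LIN28B belong to both lists, and without them the machinery genes had a median of -0.32, at percentile 0.365. Of the rest, DGCR8, a partner of the nuclease Drosha, had -0.96, but its second probe set had 0.10. AGO3, an Argonaute protein, had -0.81.

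**Figure D3:**
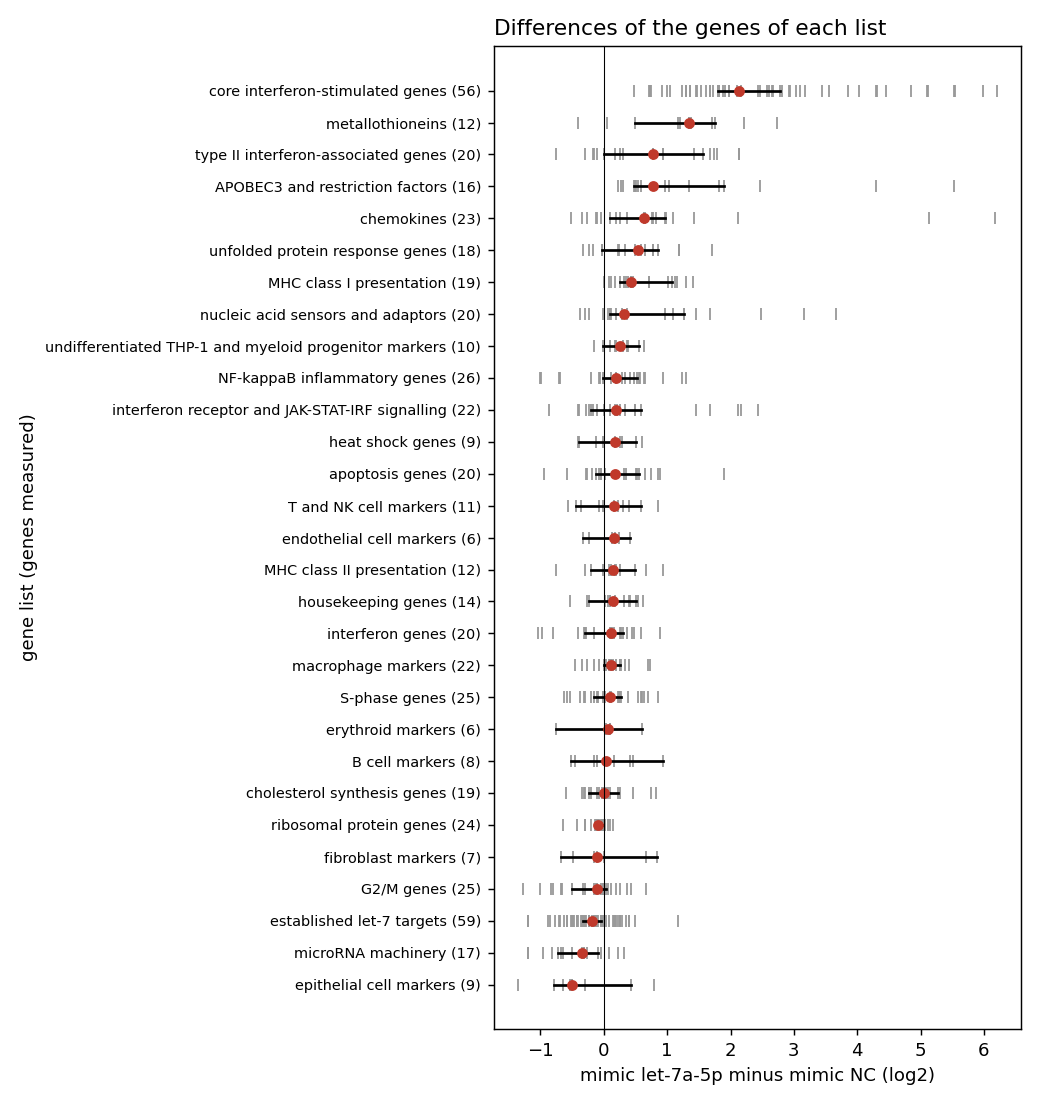
Differences (mimic let-7a-5p minus mimic NC, log2) of the genes of 29 lists, with 1 grey tick per gene, the list median as a red point and its 95% order-statistic interval over the members as a black line (1 array per group). The core interferon-stimulated genes stand highest at 2.13; the let-7 targets (-0.18), the microRNA machinery (-0.34) and the epithelial markers (-0.51) stand at the lower end.

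Cell cycle and macrophage genes differed little. Of 25 S-phase genes 0 passed 2-fold (median 0.09, -0.15 to 0.27, percentile 84.7). Of 25 G2/M genes 2 were lower, CENPF (2.43-fold), a kinetochore protein, and TOP2A (2.00-fold), with a median of -0.11 (-0.51 to 0.04, percentile 18.4). TOP2A came under 2-fold with 2 of 3 other scalings. None of 22 macrophage markers passed 2-fold, and their median was 0.11 (0.01 to 0.26, percentile 86.8). CD14 was at 11.81 against 11.42. Nor did any of 10 markers of undifferentiated THP-1 and progenitor cells (median 0.25, -0.01 to 0.56, percentile 96.7), 9 heat shock genes (0.17, -0.39 to 0.51, percentile 85.8) or 19 cholesterol synthesis genes (0, -0.23 to 0.23, percentile 50.1).

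Of the markers of other cell types, 1 passed 2-fold, and no list of them had a median above 0.16. The medians were 0.16 for T and NK cells (-0.44 to 0.58, percentile 94.4), 0.03 for B cells (-0.52 to 0.94, percentile 68.8), 0.155 for endothelial cells (-0.33 to 0.41, percentile 88.0), 0.065 for erythroid cells (-0.76 to 0.60, percentile 76.4) and -0.11 for fibroblasts (-0.68 to 0.84, percentile 35.5). Epithelial markers had -0.51 (-0.79 to 0.43, percentile 0.18), with 2 of 9 at a log2 signal of 6; EPCAM, the 1 member past 2-fold, was at 2.99 against 4.35 and is named because of that value. Housekeeping genes had a median of 0.14 (-0.24 to 0.51, percentile 85.6), with GAPDH at 16.95 against 16.93. For 24 ribosomal protein genes it was -0.085 (-0.13 to -0.02, percentile 3.92).

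Fewer genes were clearly lower. With a log2 signal of at least 6, 102 genes were at least 2-fold lower and 248 at least 2-fold higher. The largest negative difference among them was that of SLCO4C1 on chromosome 5, an organic anion transporter, which was 3.86-fold lower (7.12 against 9.07). SLC12A2, the sodium-potassium-chloride cotransporter NKCC1, was 2.79-fold lower (8.67 against 10.15), and NIPBL, which loads cohesin onto DNA, was 2.62-fold lower (10.10 against 11.49). CCDC38, THNSL2 and LCA5L were 3.39-fold, 2.81-fold and 2.79-fold lower, with log2 signals of 4.28, 5.66 and 5.06 in the mimic let-7a-5p array. Others were NEGR1 (2.64-fold), PRRX1, KIAA1468 and SLC10A6 (each 2.57-fold). The mimic let-7a-5p signals of NEGR1 (5.27), PRRX1 (4.78) and SLC10A6 (5.43) lay under a log2 signal of 6, near background.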

Values the study reported

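The study reported 84 genes with more than 3-fold higher expression after transfection of the let-7a-5p mimic. It selected 17 genes that passed 10-fold. It counted 17 of the 19 genes lowered by miR-628-3p among the 84. IDO1 and HESX1 were the exceptions. By RT-qPCR the study found TLR3, RIG-I, MDA5 and the other genes it tested significantly higher with the let-7a-5p mimic than with the negative control. With the mimic of let-7e-5p, which has the same seed, far fewer genes passed 3-fold than with that of let-7a-5p. Far fewer also passed 3-fold with the mimics of let-7d-3p, miR-130a-3p, miR-146a-5p, miR-151a-3p, miR-151a-5p and miR-27b-3p. CXCL10 was also higher with the mimics of let-7e-5p, miR-27b-3p and miR-146a-5p. The study did not name CXCL10 as higher with the remaining mimics. For the mimic of miR-146a-5p it also named CXCL11, CCL2 and CCL8 as higher. Its data for mimics other than let-7a-5p belong to separate series, so these comparisons run across series.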

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

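The alternatives that use gene ontology terms or genomic length were chosen after seeing the data. No result reversed its direction under the alternatives run. Of 24 recomputed counts 22 stayed within 1.5 times, of 189 list medians 184 stayed within the interval, and of 797 values for single genes 790 moved by less than 1 robust SD. The number of probe sets at least 3-fold lower went from 8 to 2 with the signal minimum and to 4 with 1 probe set per gene; fewer probe sets enter by construction. The ribosomal protein median went to -0.134 with the lowess trend removed and to -0.145 with quantile normalization; the cause was not tested. With an ontology term in place of the core interferon-stimulated list, the median was 1.14 for type I interferon signaling pathway, 0.315 for defense response to virus and 0.27 for response to virus; these terms share 17, 15 and 12 genes with the list. With the mean over probe sets, RSAD2 went to 3.59, TRIM22 to 3.76, TNFSF13B to 1.805 and DGCR8 to -0.43. Of 68 named genes past 2-fold, 2 came under it with another scaling (IL18 and TOP2A). No paired analysis was possible because each group had 1 array, and no array could be left out in turn. The comparison of genes by let-7 site, with its 6 alternatives, was not run. Differences below a log2 signal of 6 lie near background, where lower calls outnumbered higher ones (94 against 40 among the 5362 dimmest probe sets).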

Other observations

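Of the tests reported here, those chosen after the result was seen were those of scaling, of other cell types, of RNA sensing and of shared hybridisation, and the search by ontology term and by length. The rule that SLC30A1 decides nothing within 1 robust SD of its bound was also set after its value was seen. Of the 84 probe sets at least 3-fold higher, 18 carried genes of no list, and their naming follows from their values. AXL, a receptor tyrosine kinase that dampens innate signalling, was 5.90-fold higher (log2 signal 10.25 against 7.69). EPHB2, an ephrin receptor, was 4.59-fold higher (6.72 against 4.52), with a control signal near background. TRIM69 and TRIM14, of the tripartite motif family, were 4.56-fold and 3.94-fold higher, RNF213, a large ubiquitin ligase, 3.29-fold, and APOL1, an apolipoprotein, 3.29-fold. In a search over 1064 gene ontology terms, 6 had a higher score than the 95th percentile of the highest score in shuffled data. Of these, 4 concern interferon or virus, and 2 hold the metallothioneins: cellular response to zinc ion (12 genes, median 1.34) and negative regulation of growth (10 genes, median 1.36). No term passed the matching bound on the lower side; cell division came nearest (220 genes, median -0.13).

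Among genes with a log2 signal of at least 8, the median difference went from above 0 in short genes to below 0 in long genes. In 5 groups of equal size by genomic length, from a median of 5.87 kb to 150 kb, the median differences were 0.09, 0.04, 0.03, -0.03 and -0.09. In the shortest group 64 genes were at least 2-fold higher and 2 lower, and in the longest group 17 were higher and 23 lower. Without the genes of the interferon-related lists these counts were 39 and 2, and 13 and 23.

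The interferon-stimulated genes were higher with mimic let-7a-5p. A scaling difference left in the deposited values would shift other genes of like signal as well. The highest median of 10000 random lists matched on signal was 0.23, so other genes of like signal showed no such shift. RMA had already quantile normalized the arrays, which holds such lists near 0 in advance. The test therefore decides nothing about scaling before that step. Noise of dim probe sets was argued against, since the 41 members with a control signal of at least 8 had a median of 1.97. For cells of another type, the highest median of 6 marker lists was 0.16. No such list had more than 4 members at a log2 signal of 6, so a small share of other cells cannot be excluded. Open is whether the genes responded to silencing by let-7a-5p or to sensing of the transfected double-stranded RNA; 0 arrays of a mimic with another seed were analysed here, so these cannot be told apart from the 2 arrays; the study's other mimics, quoted above, were not analysed here. As the control was also a transfected mimic, the second reading may need a difference in sequence, dose or purity between the mimics, none of which was measured.

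The established let-7 targets had a median difference of -0.18, with 56 of 59 within 2-fold. The median lay at percentile 0.58 among lists matched on signal, and at 0.81 with genomic length matched too. Both were below the bound of 2.5 set beforehand, though the matching on genomic length was itself added after the data had been seen. The second percentile argued against lower signals of long genes. A chance make-up of the list is not settled by this. Of the 31 lists, the epithelial markers, with 2 of 9 members at a log2 signal of 6, reached percentile 0.18. The 32 members with a log2 signal of at least 8 had a median of -0.23, with 25 below 0. Whether the mimic silenced these genes was not tested, as the comparison by let-7 site was not run, and a difference between the 2 cultures that is not due to the mimic stays open.

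The metallothioneins were higher. A load of zinc or another metal, acting through the transcription factor MTF1, may raise them, and should then also raise the zinc exporter gene SLC30A1. SLC30A1 differed by 0.18 (10.09 against 9.91), below the bound of 0.5 set beforehand for rejecting a metal load, but by less than the robust SD of 0.39, so a metal load stays open. Shared hybridisation cannot be told apart from separate changes: the differences of 9 MT1 genes had an SD of 0.475 and ran from 0.49 to 2.21, but probe sequences were not used here.

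At 3-fold, 16 of the genes lowered by miR-628-3p were higher here. IFI27 was 2.46-fold higher in the deposited values, under that size. The study counts IFI27 among the genes past it.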
